A study of Mus musculus with 2 samples. Its data were reported in "Polycomb repressive complex 2 regulates skeletal growth by suppressing Wnt and TGF-β signalling" (2016).

How the data were processed

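Primary chondrocytes were isolated from the rib cartilage of newborn wild-type CD1 mice and kept overnight in culture. Chromatin was cut enzymatically and precipitated with an antibody against trimethylated lysine 27 of histone H3 (H3K27me3), the mark left by Polycomb repressive complex 2 (PRC2). One library of precipitated DNA (ChIP) and 1 library of input DNA, which is chromatin without precipitation, were sequenced. The libraries were grouped by their titles. The antibody tags of the 2 libraries contradict these titles, because the input carries the tag H3K27me3 and the precipitated DNA carries the tag input. There were no replicates, so no spread between samples could be given for any value.

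The authors trimmed the reads, aligned them, removed duplicates and called peaks with MACS 2.1.0.20140616 in its broad mode, with the ChIP library against the input library. Per the file headers, the effective genome size was 1.87 Gb, the modelled fragment length 294 bp, the tag length 100 bp and the q-value cutoff 0.05, and the larger library was scaled to the smaller. The input background of each position was the highest of the genome-wide value and the values of the surrounding 1 kb and 10 kb. Neither the aligner nor the genome build was stated in what was used here. Per the file headers, the ChIP library held 17574613 tags (17237574 after filtering) and the input library 17369199 tags (17004082 after filtering), with a redundant rate of 0.02 in each. The similar depth leaves little difference in sampling noise between both libraries, but it fixes a smallest pileup below which no region was called.

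The pileup is a coverage signal that the authors deposited per peak, and it is the mean number of ChIP fragments over the peak. The fold enrichment, a ratio that the authors deposited per peak, sets this pileup against the input background after adding 1 to both. The p-values and q-values were deposited by the authors as −log10 values, averaged over each peak. A mean q-value can exceed the cutoff of 0.05. Linking of weaker stretches in the broad mode may contribute, but the reason was not tested. These values belong to the peaks and were used only to describe, rank and filter peaks within this list. The authors also deposited a table that joins each peak to the Ensembl gene records within 5 kb. The tool for this step was not stated in what was used here. A spreadsheet program had altered 2 column names of the peak list and turned 8 gene symbols into dates.

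The annotated table lists 22857 lines, 1 for each peak and gene, so peaks were counted by name, which gave 19359. All 19359 peaks had identical values in both tables. All 14761 pairs of a peak and a gene in this table lay within 5 kb, and 8096 lines held no gene. Gene symbols were matched to the RefSeq gene table of GRCm38.p6, where 46 entries that joined several symbols were split. Of 4932 entries, 4898 (99.3%) were matched. Of 4706 symbols with positions in both sources, 97.3% had a start or an end within 1 kb of each other, so coordinates are given as GRCm38. The gene table holds no exons, so a peak was placed only relative to the ends of a gene. No column of samples outside this series was used.

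A gene was counted as marked when it had a symbol and the authors' annotation joined a peak to it. The annotation joined peaks to 6540 gene identifiers, and the 1606 without a symbol were left out of the counts of marked genes. Peaks with a gene were counted over all identifiers (11263 peaks), and 10238 peaks had a gene with a symbol. Symbol patterns for families of transcription factors, signalling molecules, housekeeping genes and chemosensory receptors, the list of chondrocyte genes and the list of genes that the study examined by ChIP-PCR were written before the data were examined, as were the results to be reported and most of the alternatives. The first lines of the published peak table had been read by then, so the threshold of 3.5 on fold enrichment was not set blind to the range of this value. Each family class was compared with 10000 random lists of protein-coding genes of the same size, matched on gene length in 10 classes. The background was the 21887 protein-coding genes of the gene table, with the members of the class itself included. The rank among these lists describes this peak list, and no p-value across genes or peaks was computed. Shares are given with 95% Wilson intervals, which cover counting error only. Peak density per chromosome was computed over the span up to the last gene of each chromosome in the gene table. The relation of width and fold enrichment is a Spearman correlation across peaks, which are not independent replicates.

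The genes named in the text follow a rule set before the data were examined. They are the 9 genes that the study examined by ChIP-PCR, 6 other genes of its argument (Axin2, Hif1a, Eed, Ezh1, Ezh2 and Suz12), the marked chondrocyte genes, the genes at the 5 widest peaks and at the 5 peaks of highest fold enrichment, the 5 genes with the largest summed peak length, and in each family at most 3 members with the largest summed peak length, together with unmarked members where there were 5 or fewer. The 8 peaks of highest pileup, the gene records of Galnt2 and Fgfr2, the chondrocyte gene nearest to a peak and the housekeeping genes with a peak over the gene body were chosen after their values were seen.

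The 16 results fixed before the data were examined were recomputed with peaks of a mean q-value of at most 0.05 or 0.01, with a fold enrichment of at least 3.5 or with a width of at least 1 kb. Marked genes were also counted by an overlap of at least 1 bp or 500 bp with the gene body and by cover of the 5′ end. Overlap with the gene body as placed by the gene table was added after seeing the data. Other alternatives were joining distances of 1, 10 and 20 kb in place of 5 kb, family members within 200 kb counted as 1 locus, random lists without matching, covered length or marked genes in place of peak density, and pileup in place of fold enrichment. The comparison with random lists was tested on simulated data for 21887 genes. In 200 simulations with marking that depended on gene length alone, length-biased lists passed the 97.5th percentile of matched lists in 1% and of unmatched lists in 33%. A planted 3-fold list passed it in 100% of simulations, with a mean ratio of 2.82. Genes were marked independently in these simulations, so they do not cover families whose neighbouring members share 1 peak. Computations used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and figures were drawn with matplotlib 3.10.9. Expression arrays of Eed-deficient chondrocytes and other ChIP libraries of the study were not analysed here. The genome sequence was not used here, so GC content and mappability were not examined. A result that concerns a withheld item is not reported here.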

Results

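The distribution of H3K27me3 over the chondrocyte genome bears on which genes PRC2 could regulate directly. The data were 1 H3K27me3 ChIP library of 17237574 filtered tags and 1 input library of 17004082 filtered tags, both from wild-type primary rib chondrocytes. The measurement was the list of regions where the ChIP library exceeded the input, with the authors' fold enrichment, pileup and q-value for each region. With 1 library per group there was no replicate check of any value.

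The authors' list held 19359 peaks on GRCm38, which covered 46.9 Mb, or 2.51% of the effective genome size. The median width was 1.27 kb (quartiles 0.738 and 2.54 kb), with a range from 294 bp to 105 kb. The 670 peaks of 10 kb or more held 25.6% of the covered length. Among called peaks, enrichment over input was low, with quartiles close together. The median fold enrichment was 3.16 (quartiles 3.03 and 3.33), and the range was 1.42 to 4.79. The median pileup was 11.04 fragments, with 9.86 fragments in the lowest peak and 170.07 in the highest. In 28.3% of peaks the background stood at the genome-wide input level of 2.67 fragments. The smallest fold enrichment of these peaks was 2.95, so the calling itself bounded the low end there. The narrow range therefore does not show that the mark was uniform. The mean q-value exceeded 0.05 in 7588 peaks (39.2%), and its largest value was 0.0991. Restricting the list to a mean q-value of at most 0.01 moved the number of peaks to 2134, and a fold enrichment of at least 3.5 left 1850.

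Wide peaks had higher fold enrichment than narrow ones. The median was 3.497 in peaks of 10 kb or more and 3.09 in the 7267 peaks under 1 kb. The Spearman correlation of width and fold enrichment across peaks was 0.333. It was −0.206 among peaks with a mean q-value of at most 0.01 and −0.162 among peaks with a fold enrichment of at least 3.5. Neighbouring peaks were common. The smallest gap between peaks was 1177 bp, and joining peaks within 5 kb left 10770 domains. Joining them within 20 kb left 6588.

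The widest peak, of 105 kb on chromosome 15 (102875900 to 102980983), covered Hoxc9 to Hoxc13 and the non-coding RNA gene Hotair, and its fold enrichment was 3.81. A peak of 101.4 kb on chromosome 9 (61051517 to 61152899) had a fold enrichment of 3.57 and no gene in the deposited annotation, while the gene table placed 6 long non-coding RNA genes under it. The next were a peak of 75.5 kb on chromosome 7 (79529909 to 79605417) at Rhcg, a peak of 73.5 kb on chromosome 4 (115910499 to 115984006) at the deposited records of Dmbx1 and Faah, and a peak of 70.4 kb on chromosome 6 (52261753 to 52332143) at Hottip and Evx1. The 5 peaks of highest fold enrichment included a peak of 433 bp on chromosome 2 (103877597 to 103878029, 4.79-fold) with no gene, and a peak of 415 bp on chromosome 8 (123555463 to 123555877, 4.77-fold) over the 5S ribosomal RNA gene n-R5s110. The other three were a peak of 411 bp inside Pde11a on chromosome 2 (76012108 to 76012518, 4.53-fold), a peak of 2.51 kb on chromosome 17 (36207275 to 36209782, 4.48-fold) and a peak of 1245 bp on chromosome 7 (24240249 to 24241493, 4.43-fold) within 5 kb of Zfp109.

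Assignment to genes decides which genes count as marked. Of all peaks, 11263 had a gene within 5 kb (58.2%, 95% Wilson interval 57.5 to 58.9%). Of these, 8332 overlapped a gene (74.0%, 73.2 to 74.8%) and 1269 covered the 5′ end of a gene (11.3%, 10.7 to 11.9%). The share that covered a 5′ end was 27.9% among peaks with a mean q-value of at most 0.01. The authors' annotation named 4932 gene symbols. A peak overlapped the gene body of 3397 of them, and 1535 were named only through a peak in the flank. The 5′ end was covered in 1113. With peaks of a mean q-value of at most 0.05, 3925 symbols were named. In the gene table, 4535 of 21887 protein-coding genes (20.7%) were marked, and 67 of the 4535 had no peak within 5 kb at the position given there.

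The largest summed peak length was assigned to Galnt2 (323 kb in 107 peaks), followed by Skap1 (246 kb in 28 peaks), Asic2 (140 kb in 73 peaks), Cdh22 (128 kb in 16 peaks) and Fgfr2 (116 kb in 50 peaks). The deposited records of Galnt2 and Fgfr2 spanned 4.43 Mb and 2.96 Mb, against 114 kb and 104 kb in the gene table. None of their peaks (0 of 157) lay within 5 kb of these genes as the gene table places them.

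The next comparison asked whether genes of chosen transcription factor and signalling families carried the mark more often than random genes of equal length. The families were chosen by symbol pattern, so the shares do not describe all transcription factor or signalling genes. Of 221 genes in 16 transcription factor families, 146 were marked (66.1%, 59.6 to 72.0%). Random lists matched on gene length had a mean of 20.8%, a ratio of 3.18, and all 10000 lists had a lower share. Of 145 genes in 12 signalling families, 67 were marked (46.2%, 38.3 to 54.3%), against 23.3% in random lists, a ratio of 1.98. Again all 10000 lists had a lower share. Among the 200 housekeeping genes, 21 were marked (10.5%, 6.97 to 15.5%), against 19.6% in random lists, a ratio of 0.537, and 9993 lists had a higher share. Only 4 of the 21 had a peak over the gene body (Ndufa13, Psmb8, Psmb9 and Psmd8). Chemosensory receptor genes served as genes without a known role in chondrocytes. Of 1497, 65 were marked (4.34%, 3.42 to 5.50%), against 10.9% in random lists, a ratio of 0.400, and all 10000 lists had a higher share. These receptor genes lie in clusters. With members within 200 kb counted as 1 locus, the ratio was 0.832 over 116 loci and the class no longer stood apart from random lists. The random lists could draw receptor genes themselves, so this count does not settle the role of the clusters. The alternative that moved the transcription factor ratio most was a fold enrichment of at least 3.5, which gave 9.03.

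**Figure D1:**
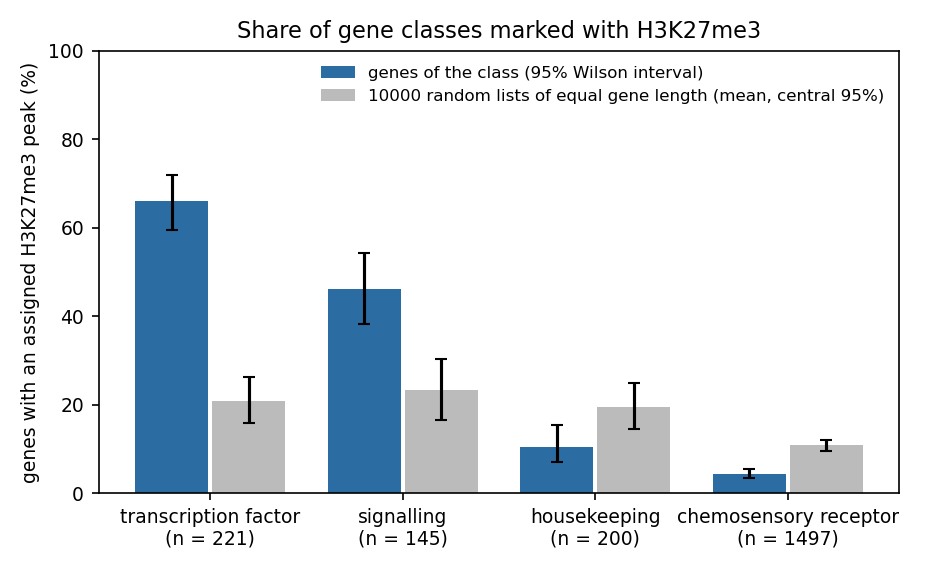
Percent of genes with an assigned H3K27me3 peak in 4 gene classes (blue, with 95% Wilson intervals) and in 10000 random lists matched on gene length (grey, mean with the central 95% of lists). The chosen transcription factor and signalling families lie above the random lists, at 66.1% and 46.2%. Housekeeping and chemosensory receptor families lie below them, at 10.5% and 4.34%. Counted by locus, the chemosensory class no longer stood apart.

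Families within a class differed. All members were marked in the Pax (9 genes), Lhx (8), Nkx (14), Irx (6), Dlx (6) and Zic (5) families, and the largest summed peak lengths among them were at Pax2 (94.1 kb) and Pax3 (86.9 kb), followed by Zic1 and Zic4 (73.7 kb each). In the Hox family 30 of 39 genes were marked (76.9%, 61.7 to 87.4%). Of 17 Klf genes 2 were marked (11.8%), and of 7 Stat genes 1 was marked (14.3%), against 22.0% and 23.1% in random lists. Of 19 Wnt genes 16 were marked (84.2%, 62.4 to 94.5%), and Wnt5a, Wnt5b and Wnt11 were not. Of 22 Fgf genes 14 were marked (63.6%, 43.0 to 80.3%). No gene of the TGF-β ligands and receptors (0 of 6, upper limit 39.0%) or of the Smad family (0 of 8, upper limit 32.4%) was marked. Random lists for these small families also held no marked gene in many draws, and only 8190 and 8974 of 10000 lists had a higher share. Of 10 Fzd genes 3 were marked (30.0%, 10.8 to 60.3%), which was within the range of random lists.

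The study examined Wnt and TGF-β pathway genes and Cdkn2a by ChIP-PCR, and the peak list gives a genome-wide view of the same loci. Of these 9 genes, 4 had a peak. Wnt10a (chromosome 1, 74791517 to 74804179, plus strand) lay entirely under a peak of 32.6 kb (74774273 to 74806865) with a fold enrichment of 3.47 and a q-value of 0.00789. A second peak of 4.25 kb followed 4599 bp downstream. Lef1 (chromosome 3, 131110472 to 131224356, plus strand) had a peak of 8.70 kb that ended 621 bp upstream of the gene (131101156 to 131109851), with a fold enrichment of 3.44 and a q-value of 0.0124. The 2 peaks inside Lef1 had q-values of 0.0582 and 0.0616. Cdkn2a (chromosome 4, 89274474 to 89294653, minus strand) had a peak of 29.5 kb over most of the gene (89264468 to 89294009, 3.64-fold) and a peak of 20.7 kb that began 906 bp upstream (89295559 to 89316225, 3.66-fold). Fzd3 (chromosome 14, 65201027 to 65262463, minus strand) had 1 peak of 1.11 kb inside the gene (65260158 to 65261266), with a fold enrichment of 3.49 and a q-value of 0.0110. With a mean q-value of at most 0.01, only Cdkn2a and Wnt10a kept a peak, and with a fold enrichment of at least 3.5 only Cdkn2a did. The outer 5′ end of the gene was covered only in Wnt10a. In Cdkn2a this end lay between both peaks, 644 bp from the peak over the gene and 906 bp from the upstream peak. Transcript starts inside a gene were not examined.

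**Figure D2:**
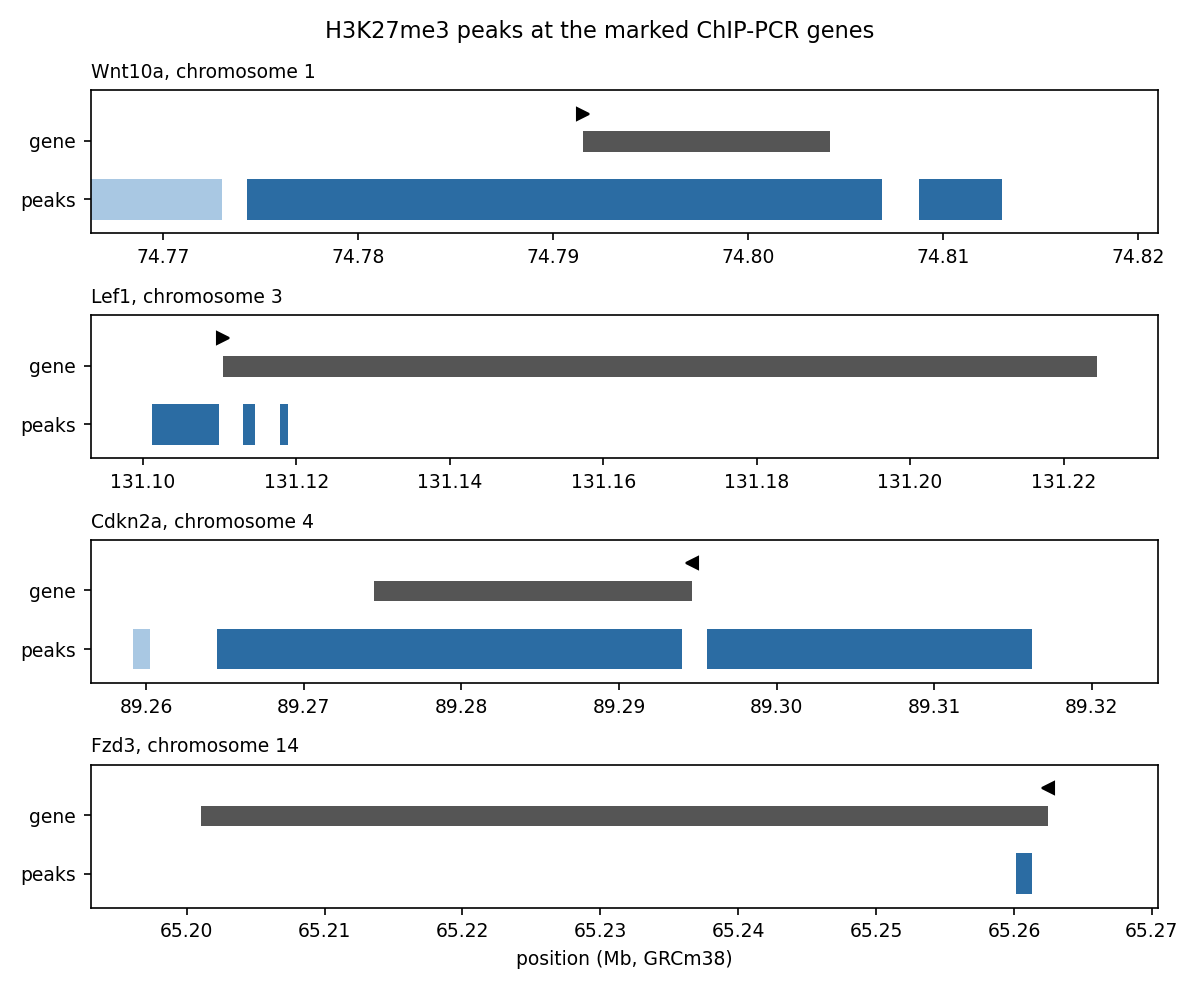
Peaks (blue, assigned to the gene; light blue, other peaks) and gene extent (grey, arrowhead at the 5′ end) at Wnt10a, Lef1, Cdkn2a and Fzd3, against position in Mb on GRCm38. Peaks of 32.6 and 29.5 kb lie over Wnt10a and Cdkn2a, while Fzd3 has a peak of 1.11 kb.

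The other 5 of these genes had no peak within 5 kb. The nearest peak lay 7.23 kb from Lrp4, 67.1 kb from Lrp5, 121 kb from Fzd6, 151 kb from Tgfbr1 and 927 kb from Tgfbr2. Axin2 (81.7 kb), Hif1a (47.2 kb) and the PRC2 genes Eed (452 kb), Ezh1 (80.1 kb), Ezh2 (9.20 kb) and Suz12 (13.0 kb) were not marked either. At this depth a weak mark below the smallest called pileup would not be detectable at these genes.

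Genes of the chondrocyte programme were almost free of peaks. Of 24 such genes, 1 was marked, namely Ihh (chromosome 1, 74945320 to 74951651, minus strand). It had peaks of 19.4 kb downstream, 3.42 kb inside and 6.80 kb upstream of the gene, with fold enrichments of 3.55, 3.58 and 3.48. The other 23 genes, with Col2a1, Acan and Sox9 among them, lay 15.5 to 2126.5 kb from the nearest peak, with a median of 131 kb. Of these, 1 gene (Col9a3) had a peak within 20 kb.

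The X chromosome carried few peaks. It held 138 peaks, or 0.809 per Mb, against 7.81 per Mb on autosomes, a ratio of 0.103 (0.0876 to 0.122). Chromosome 11 had the highest density (15.4 per Mb) and chromosome 18 the lowest among autosomes (4.43 per Mb). There were 0 peaks on the Y chromosome. Of protein-coding genes, 5.90% were marked on the X and 21.7% on autosomes. Counted by covered length, which moved the ratio of peak densities downwards, the X had 0.0608 times the autosomal value, and counted by marked genes it had 0.272 times the autosomal share.

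**Figure D3:**
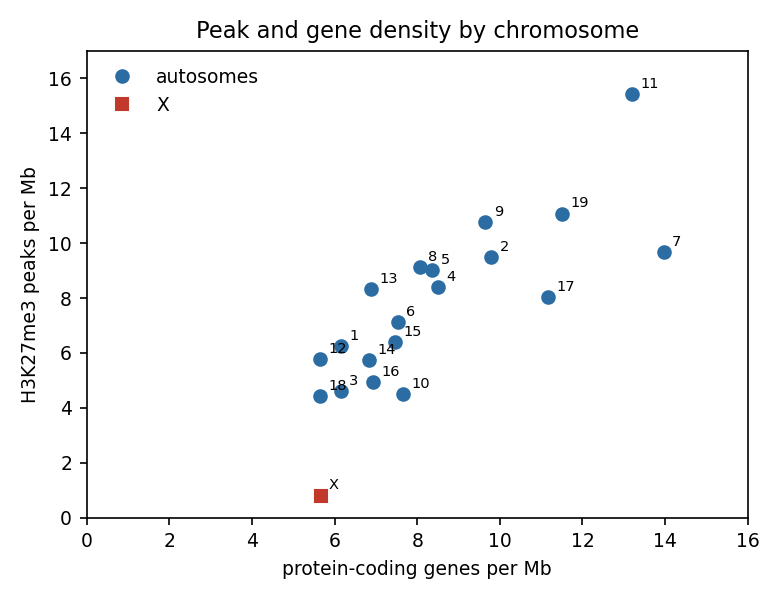
H3K27me3 peaks per Mb against protein-coding genes per Mb for each autosome (blue points) and the X chromosome (red square). The X has 0.809 peaks per Mb, below chromosome 18 with 4.43 at a similar gene density.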

Values the study reported

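The study reported the H3K27me3 mark at 3,925 genes of chondrocytes. In its expression arrays, loss of Eed raised 1,817 genes beyond a threshold of 1.25-fold, and the overlap of both sets was 433 genes.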

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

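The alternatives comprised 106 recomputed values over 16 results, of which 62 kept their direction and stayed within the limits set for them, 41 moved, 2 reversed and 1 became weaker. Overlap with the gene body as placed by the gene table was chosen after seeing the data, and the others before. No paired analysis was possible because each group held 1 library. Where no cause is given below, the cause was not tested.

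The ranks of 3 gene classes held under all 10 alternatives each. The ratio to random lists ran from 2.98 to 9.03 for transcription factor families, from 1.77 to 3.14 for signalling families and from 0.0951 to 0.610 for housekeeping families. The chemosensory ratio ran from 0.209 to 0.832 and stayed beyond the random lists in 9 of 10 alternatives. The exception was the count by locus, with a ratio of 0.832 and a share of 10.5% over 116 loci. Random lists could draw receptor genes themselves, and the smaller number of loci widens the spread of the lists. This count therefore cannot decide whether the deficit rests on receptor clusters that were counted gene by gene.

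Counts followed the threshold on peaks, as fewer peaks must give fewer genes. A mean q-value of at most 0.05 left 11771 peaks with a median width of 1.74 kb and a median fold enrichment of 3.28, and 61.5% of them had a gene. Of assigned peaks, 15.2% covered a 5′ end, the X ratio was 0.0751 and the correlation of width and fold enrichment 0.190. The 3925 symbols named at this threshold equal the count quoted from the study above. A mean q-value of at most 0.01 left 2134 peaks over 13.0 Mb, with a median width of 2.65 kb, a median fold enrichment of 3.58, 1778 domains and 1444 symbols. Of these peaks 71.5% had a gene, 27.9% of assigned peaks covered a 5′ end, 2 of the 9 ChIP-PCR genes were marked and the X ratio was 0.0339. A fold enrichment of at least 3.5 left 1850 peaks over 10.9 Mb, with a median width of 2.30 kb, a median fold enrichment of 3.60, 1605 domains and 1308 symbols. Of these peaks 71.2% had a gene, 27.0% of assigned peaks covered a 5′ end, 1 of the 9 genes was marked and the X ratio was 0.0312. A width of at least 1 kb left 12092 peaks with a median width of 2.09 kb and a median fold enrichment of 3.199. Of these peaks 61.2% had a gene, 16.2% of assigned peaks covered a 5′ end and the correlation was 0.480.

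The correlation of width and fold enrichment reversed to −0.206 at a mean q-value of at most 0.01 and to −0.162 at a fold enrichment of at least 3.5. Both filters select on the fold enrichment itself or on a value that follows it, which narrows its range. Whether this selection accounts for the change of sign was not tested.

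An overlap of at least 500 bp with the gene body gave 3071 symbols and cover of the 5′ end 1113. Under the last rule 1 of the 9 ChIP-PCR genes and 0 of the 24 chondrocyte genes were marked. Joining peaks within 1 kb left all 19359 apart, since the smallest gap was 1177 bp, and joining within 20 kb left 6588 domains. By covered length the X ratio was 0.0608 and by marked genes 0.272.

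The depth limits the weak end of the list. The lowest pileup called was 9.86 fragments against a genome-wide background of 2.67, so a gene without a peak here was not detectably marked at this depth, and 39.2% of the peaks had a mean q-value over 0.05.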

Other observations

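The tests below were chosen only after the result was seen, except the comparison of X and autosomal genes within the families and the first comparison of q-values between peaks with and without a gene. The design has no group of cells besides ChIP and input, so no biological explanation was tested for any pattern.

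The X chromosome had 0.103 times the peak density of autosomes. Low gene density is argued against as the cause, because the 2 autosomes with no more genes per Mb than the X (5.66) had at least 4.43 peaks per Mb. A lower read depth on the X may contribute. At equal pileup, 68.8% of X peaks (60.7 to 76.0%) stood at the genome-wide input background, against 41.2% of autosomal peaks, as would be seen if the local input on the X were thin. The size of such a loss of depth was not measured. Sex of the mice was not used here. A shortage on the X of genes from the families that carry the mark is argued against as the cause. Outside the transcription factor and signalling families, 5.56% of X genes were marked (4.28 to 7.20%), against 21.0% (20.5 to 21.6%) of autosomal genes. Within these families 30.8% of the 13 X genes were marked (12.7 to 57.6%), against 59.2% (54.0 to 64.2%) on autosomes, and these intervals overlap.

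Galnt2 and Fgfr2 were among the 5 genes with the largest summed peak length, and gene records far longer than the genes may be the source. Of their 157 peaks, 0 lay within 5 kb of the genes as the gene table places them. In all, 103 symbols had a span over 2 times that of the gene table and 14 a span over 10 times.

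Some housekeeping genes were listed as marked, and peaks of neighbouring genes within the 5 kb reach are a candidate explanation. Of the 21 marked housekeeping genes, 19.0% (7.67 to 40.001%) had a peak over the gene body, against 68.6% (67.2 to 69.9%) of all marked protein-coding genes, 92.5% of marked transcription factor genes and 88.1% of marked signalling genes. With an overlap of the gene body required, the marked share of housekeeping genes fell to 2.0%. Psmb8 and Psmb9, 2 of the 4 with a peak over the body, encode inducible subunits of the immunoproteasome.

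Peaks with no gene within 5 kb made up 41.8% of the list. Weak calls near the threshold may account for a small part. Of peaks without a gene, 56.0% (54.9 to 57.0%) had a mean q-value of at most 0.05, against 64.3% (63.4 to 65.2%) of peaks with a gene. They are argued against as the whole cause, because 28.5% (26.6 to 30.4%) of the 2134 peaks with a mean q-value of at most 0.01 had no gene either. Of peaks without a gene, 32.0% lay within 20 kb of a peak with a gene and 22.7% overlapped a gene of the gene table, although the deposited annotation listed no gene there.

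The antibody tags of both libraries contradict their titles. An exchange of ChIP and input in the peak calling is argued against, since the transcription factor families were marked 3.18 times as often as random genes of equal length.

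There were 8 peaks with a pileup of at least 40 fragments, from 41.5 to 170 fragments. Their fold enrichments were low, from 1.42 to 2.05, and the implied input background ran from 21.6 to 119 fragments. The input was thus high at the same places.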
